A study of Drosophila melanogaster with 48 samples. Its data were reported in "A gene expression atlas of embryonic neurogenesis in Drosophila reveals complex spatiotemporal regulation of lncRNAs" (2019).

How the data were processed

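RNA from sorted Drosophila embryo cells was measured in 48 libraries. Embryos were dissociated, the cells were fixed with formaldehyde and stained, and marker-positive and marker-negative cells were separated by fluorescence-activated cell sorting. The intermediate column (Ind) and the ventral column (Vnd) were marked by column-specific enhancers driving a reporter. Neuroblasts and ganglion mother cells (Pros), neurons (Elav) and glia (Repo) were stained for the endogenous protein. Ribosomal RNA was depleted and stranded paired-end libraries were sequenced. The libraries fall into 24 groups of 2 replicates, and the labels give 5 fly lines. The line changed with the time for Ind, Elav and Repo, and the 2 replicates of 6-8h Elav cells came from different lines. There each replicate number stands for 1 line in both fractions and so pairs the libraries (correlation of their deviations 0.523). Elsewhere the labels give no such pairing, and the correlation ranged from -0.552 (18-22h Elav) to 0.722 (8-10h Elav). Its value in 6-8h Elav is thus not particular to that comparison.

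The authors quantified the reads with Salmon against a transcript reference of BDGP release 6 with a FlyBase annotation, with correction for sequence, GC and position bias and with the library type set to stranded. Their deposited file for each library gives an estimated count of reads per transcript, which is not normalized and need not be whole. The same deposited files give TPM, transcript abundances scaled to the same total over all transcripts of each library. The authors also deposited 12 tables, 1 per comparison of marker-positive with marker-negative cells, made with DESeq2 from gene counts that tximport derived from length-scaled TPM. In these deposited tables the baseMean column is a signal: the mean of counts divided by size factors over the libraries of the authors' fit. They also hold a log2 fold change by DESeq2 and an adjusted p-value, which the authors computed with default settings. Which libraries entered a fit is not stated. The baseMean was compared between tables for all listed genes, but in 6-8h Elav for 15331 of 15668. In 11 of the deposited tables the baseMean of 100% of the genes compared equals the median over the other tables. In the 4-6h Ind table this holds for 0% of the genes, so its values come from another set of libraries or another normalization than the rest.

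Each file listed 34428 transcripts. Of these, 305 could not be matched to a gene of the Ensembl annotation release 115 (BDGP6.54), and they held 0.241% to 0.502% of the reads of a library. They were left out. Gene positions are 1-based and refer to BDGP6.54; of 15202 genes for which the authors' tables give a position, 98.86% had the same chromosome, start and end there. Estimated counts were summed over the transcripts of a gene and rounded to whole numbers, which gave 17257 genes, 13802 of them protein-coding and 2461 long noncoding (gene biotype ncRNA). TPM was summed over transcripts in the same way. Total estimated reads per library ranged from 18120862 to 113452420. The gene with the most reads took between 1.352% and 5.858% of a library. Reads carried no molecular identifiers, so counting errors understate the error of a value, and the spread between replicates was used throughout.

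Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. All 48 libraries entered a fit with a mean for each of the 24 groups, TMM normalization factors and the filterByExpr filter on the 24 groups. The filter left 17109 genes, 2408 of them lncRNA genes. The quasi-likelihood test (glmQLFit and glmQLFTest) was used for each of the 12 comparisons, with a common dispersion of 0.362, 24 residual degrees of freedom and 4.822 prior degrees of freedom. A gene was called enriched or depleted at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The same fit gave 7 contrasts between consecutive times of a population (the enrichment at the later time minus that at the earlier time) and 5 contrasts between the positive cells of 2 populations at a time. For the latter, the same contrast between the negative cells served as background. CPM values were scaled by the TMM factors. The named genes were the 5 sorting markers, 3 further marker genes and exex, 8 lncRNA genes from the text of the study, and genes chosen by rule. The rule took, in each comparison, the 3 protein-coding genes and the 1 lncRNA gene with the largest log2 fold change among enriched genes. These had to have a mean of at least 10 CPM in the positive libraries and both positive libraries above both negative libraries. In each contrast of times or populations it took the 1 called gene with the largest absolute difference and a mean of at least 10 CPM in at least 1 group. The tests, the rule for named genes and most alternatives were fixed before the data were examined.

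The procedure was tested on simulated data drawn from the means and library sizes of these libraries. In the simulated 6-8h Pros comparison over 17079 genes, 200 genes were changed 8-fold. The test recovered 102 of them (51%), and 67 of 69 (97.1%) among those with at least 10 CPM; it called 4 unchanged genes. In the simulated contrast of Pros cells at 6-8h against 4-6h it recovered 66 of 200 (33%), 51 of 69 (73.9%) with at least 10 CPM, and called 1 unchanged gene. With no changed gene, the 6-8h Vnd comparison gave 0 calls. Apart from the changed genes, each gene had 1 mean over all 48 libraries, and counts were drawn independently. Differences that many genes share between libraries were not simulated. The few false calls therefore do not measure the error where such differences are present.

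Principal components were taken from log2 CPM (prior count 2) of the 500 most variable genes. The share of variance was computed as sums of squares between times, between populations and fractions within times, and between replicates. Highest TPM was compared between gene classes on log2(TPM + 1) with a two-sided permutation test of 100000 resamples, across genes. Shares of lncRNA genes among enriched genes were compared with a two-sided exact permutation test. Correlations across samples were tested with two-sided permutations of 100000 resamples. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

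A background level was computed for each library as the median TPM of chemosensory receptor genes on the autosomes (153 of 177 receptor genes; the other 24 lie on X). These genes were taken by symbol and were chosen after the first principal component had been seen. The alternatives tried were DESeq2 1.42.0 with default settings, median-of-ratios size factors in edgeR, no filter on low counts, a fit of only the libraries of a comparison and the replicate number as a block. Further ones were counts from length-scaled TPM, other settings for highest TPM and variance, and leaving out each library in turn. Added after the data were examined were the background level as a covariate, a stricter definition of lncRNA genes by name, background-subtracted TPM, and a contrast between glial and neuroblast enrichment of 1 gene.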

Results

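Gene expression was measured by RNA sequencing in 48 libraries from sorted Drosophila embryo cells, in order to follow transcription along the neuroglial lineage in space and time. The cells belong to 5 populations: the intermediate column (Ind), the ventral column (Vnd), neuroblasts with ganglion mother cells (Pros), neurons (Elav) and glia (Repo). Columns are stripes of the early neurogenic ectoderm, neuroblasts are the neural stem cells that leave it, and ganglion mother cells are their dividing daughters. Embryos were collected at 4 to 6 h, 6 to 8 h, 8 to 10 h and 18 to 22 h after egg laying. Ind, Vnd and Pros cells were sorted at 4-6h and 6-8h, and Elav and Repo cells at 6-8h, 8-10h and 18-22h. Each sort gave marker-positive and marker-negative cells, so there were 12 comparisons of 4 libraries each, with 2 replicates in each of the 24 groups. Total estimated reads ranged from 18120862 in 8-10h Elav-positive replicate 2 to 113452420 in 4-6h Ind-negative replicate 2.

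Replicates differed widely in some groups. Across genes, which are not independent replicates, the correlation of log2 CPM between the 2 replicates ranged from 0.831 in 18-22h Elav-negative cells to 0.983 in 6-8h Vnd-positive cells. Of the variance of the 500 most variable genes, 13.5% lay between times, 46.8% between populations and fractions within a time, and 39.7% between replicates of a group. With all 17109 tested genes they were 16.6%, 49.7% and 33.7%, and with a prior count of 0.5 the share between times was 9.93%. These are shares of the sum of squares, not corrected for the number of groups. With 24 groups of 2 libraries, noise alone would put a large share between populations and fractions. The shares therefore do not measure how much the sorted cell type explains. The first principal component held 60.2% of the variance, and its scores spanned 136.0 units, with a gap of up to 108.0 units between the 2 replicates of a group.

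The position of a library on this component followed the level of chemosensory receptor genes, which are typical of adult sense organs. The median TPM of 153 such genes on the autosomes ranged from 0.086 in 4-6h Ind-positive replicate 2 to 18.7 in 8-10h Repo-positive replicate 2. Its log2 value was correlated with the component score over the 48 libraries (Pearson r -0.98, two-sided permutation p 1e-05, the smallest these permutations can give; Spearman rho -0.982, p 1e-05). Without the 2 libraries with the most extreme scores r was -0.978. Within times r was -0.994 (4-6h, 12 libraries), -0.982 (6-8h, 20 libraries), -0.986 (8-10h, 8 libraries) and -0.994 (18-22h, 8 libraries). The score was also correlated with log2 total reads (r 0.535, permutation p 2e-05; rho 0.589, p 3e-05), and r was 0.518 without the 2 most extreme libraries. With the receptor level taken out of both, that correlation was -0.254 (permutation p 0.0816; rho -0.251, p 0.0848), a value that says little about depth, since the receptor level is nearly the score itself. With depth taken out, the correlation with the receptor level was -0.974 (permutation p 1e-05). Within times the correlation with log2 total reads was 0.801 (4-6h), 0.18 (6-8h), 0.769 (8-10h) and 0.826 (18-22h). Over the 5 relations across samples that were tested, Benjamini-Hochberg adjusted permutation p was 2.5e-05 for the receptor level (r and rho, with and without depth taken out). For depth it was 3.33e-05 (r) and 5e-05 (rho), and 0.0816 and 0.0848 with the receptor level taken out.

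**Figure D1:**
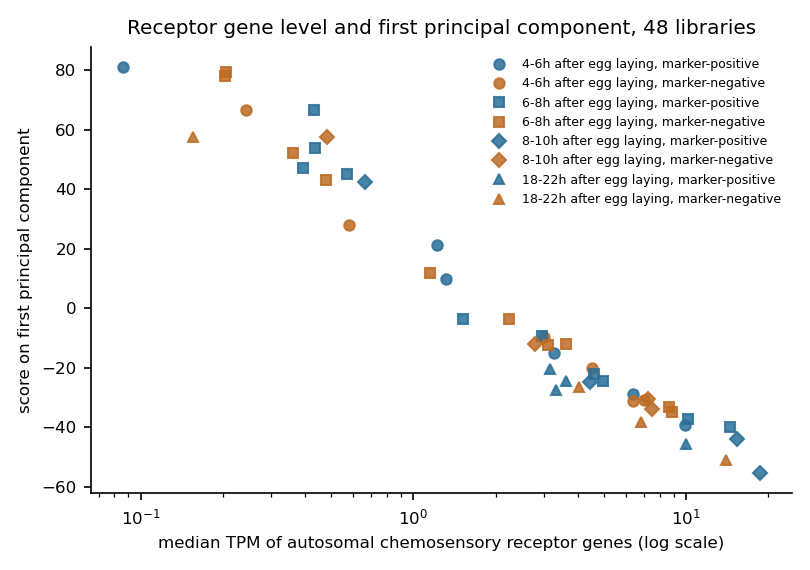
Score on the first principal component (vertical axis) against the median TPM of autosomal chemosensory receptor genes (horizontal log axis), with 1 point for each of the 48 libraries, shaped by time and coloured by fraction. The scores fall as the receptor level rises from 0.086 to 18.7 TPM, at each time and in both fractions.

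The transcript of each sorting marker was compared first, since it checks the labels of the libraries. All 12 markers were enriched in their own positive cells, with both positive libraries above both negative libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p from 4.31e-10 to 0.0221). The ind gene (FBgn0025776, 3L:15042799 to 15043924, minus strand; it overlaps Sytbeta on the same strand) reached 149 ± 29.3 CPM in 4-6h Ind-positive cells and 33.3 ± 5.04 CPM in negative cells (mean ± SD, n = 2; log2 fold change 2.16 ± 0.35 SE). At 6-8h ind reached 305 ± 48.1 against 10.5 ± 2.52 CPM (4.86 ± 0.39). For vnd (FBgn0261930, X:582121 to 598151, plus strand) the values were 122 ± 21.5 against 38.1 ± 0.145 CPM at 4-6h (1.68 ± 0.35) and 185 ± 39.3 against 27.5 ± 1.9 CPM at 6-8h (2.75 ± 0.37). The pros gene (FBgn0004595, 3R:11328480 to 11407627, plus strand; it overlaps lncRNA:CR46009 on the same strand) had log2 fold changes of 4.90 ± 0.54 at 4-6h and 5.26 ± 0.55 at 6-8h. For elav (FBgn0260400, X:509235 to 523226, minus strand) they were 3.97 ± 0.50, 3.90 ± 0.50 and 3.41 ± 0.48 at 6-8h, 8-10h and 18-22h. The largest were those of repo (FBgn0011701, 3R:18236192 to 18239602, plus strand), with 7.86 ± 0.59, 6.51 ± 0.55 and 6.36 ± 0.55. The alternative that changed a marker call was a fit of only the 4 libraries of a comparison, where elav kept log2 fold changes of 3.72 at 8-10h and 3.45 at 18-22h but did not pass the adjusted threshold.

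**Figure D2:**
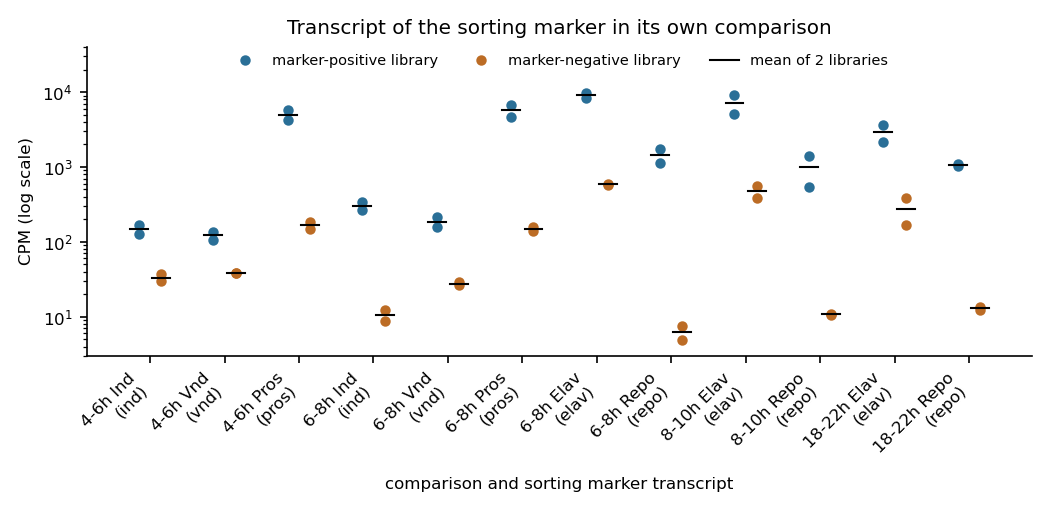
CPM (vertical log axis) of the sorting marker's transcript in the positive and negative libraries of its own comparison (horizontal axis), with 1 point per library and a bar at the mean of 2 libraries. In each comparison both positive libraries lie above both negative libraries.

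Marker transcripts were also present in other populations. Pros-positive cells at 6-8h were enriched for elav (5170 ± 1280 against 449 ± 21.6 CPM, log2 fold change 3.53 ± 0.49), ind (3.47 ± 0.37) and vnd (3.22 ± 0.38), with edgeR Benjamini-Hochberg adjusted p of 2.63e-05, 4.32e-07 and 2.33e-06. They were also enriched for repo (77.8 ± 29.1 against 15.1 ± 2.18 CPM, 2.37 ± 0.46, edgeR adjusted p 0.00178). Ind-positive cells at 6-8h were enriched for pros (2.12 ± 0.48, edgeR adjusted p 0.00922) and elav (1.91 ± 0.46, adjusted p 0.0163), and for neither vnd nor repo. Vnd-positive cells at 6-8h had log2 fold changes of 1.43 ± 0.47 for pros and 1.76 ± 0.45 for elav, which did not pass the edgeR threshold (adjusted p 0.496 and 0.155). Elav-positive cells at 6-8h were enriched for repo (113 ± 31.6 against 8.35 ± 0.031 CPM, 3.76 ± 0.49, edgeR adjusted p 9.06e-07). In Repo-positive cells the elav level was close to that of negative cells at all times, with log2 fold changes of 0.12, -0.20 and -0.24.

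Further marker genes were examined in the same comparisons. The neuroblast gene wor (FBgn0001983) was enriched in Pros-positive cells at 4-6h (log2 fold change 4.16 ± 0.46, edgeR Benjamini-Hochberg adjusted p 7.08e-07) and 6-8h (4.66 ± 0.47, adjusted p 2.68e-07), and also in Ind-positive cells (2.25 at both times). The neuronal gene Lim3 (FBgn0002023) had its highest value in 6-8h Elav-positive cells (4.93 ± 0.39, edgeR adjusted p 1.34e-10). It was also enriched in Repo-positive cells at 6-8h (2.23 ± 0.35) and 8-10h (1.16 ± 0.33), the latter not under the fit of the 4 libraries alone. In Pros-positive cells its log2 fold changes were 2.38 at 4-6h and 2.16 at 6-8h, and in Ind-positive cells 2.02 and 1.27, all of them calls. The glial gene gcm (FBgn0014179, which overlaps CG31709 on the same strand) was enriched in Repo-positive cells at all 3 times (3.23, 2.86 and 3.29), and also in 4-6h Pros-positive cells (1.68 ± 0.43, edgeR adjusted p 0.016). The motor neuron gene exex (FBgn0041156) was enriched in Elav-positive cells at 6-8h (2.12 ± 0.37), 8-10h (1.98 ± 0.36) and 18-22h (1.17 ± 0.36) and in 4-6h Pros-positive cells (1.81 ± 0.36). It was depleted from 6-8h Repo-positive cells (-1.16 ± 0.36, edgeR adjusted p 0.0212). With median-of-ratios factors that value (exex, 6-8h Repo) was -0.81 and no longer a call.

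The comparison of positive with negative cells asks which genes mark each population at each time. Of 17109 genes tested with the edgeR quasi-likelihood test, the number enriched ranged from 15 in 6-8h Vnd to 1598 in 6-8h Elav. At 4-6h, 199 genes were enriched and 570 depleted in Ind, 95 and 22 in Vnd, and 616 and 373 in Pros. At 6-8h the numbers were 117 and 282 in Ind, 15 and 9 in Vnd, 388 and 223 in Pros, 1598 and 1312 in Elav, and 1260 and 1780 in Repo. At 8-10h they were 977 and 1334 in Elav and 308 and 356 in Repo, and at 18-22h 1556 and 2011 in Elav and 551 and 450 in Repo. One library decided part of a count: without 18-22h Elav-negative replicate 1, 1041 of the 2011 depleted genes kept a log2 fold change below -1. The alternative that moved these counts most was a fit of only the 4 libraries of a comparison. It called 0 genes in either direction for 18-22h Elav, where 1210 enriched and 1244 depleted genes had an unadjusted p below 0.05, and it called 305 enriched genes in 6-8h Vnd.

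The scaling of the libraries mattered as well. Against median-of-ratios factors, TMM factors shifted the median log2 fold change over all genes by -0.178 in 4-6h Ind, -0.185 in 4-6h Vnd, -0.139 in 6-8h Vnd, -0.369 in 6-8h Repo, -0.165 in 8-10h Elav and -0.161 in 8-10h Repo. In the other comparisons the shift was within 0.1. Enriched genes were 25.9% of the calls in 4-6h Ind with TMM factors and 43.2% with median-of-ratios factors. In 6-8h Repo they were 41.4% and 62.5%, and in 8-10h Repo 46.4% and 52.0%. In both, enriched genes were the smaller part with TMM factors and the larger part with median-of-ratios factors.

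**Figure D3:**
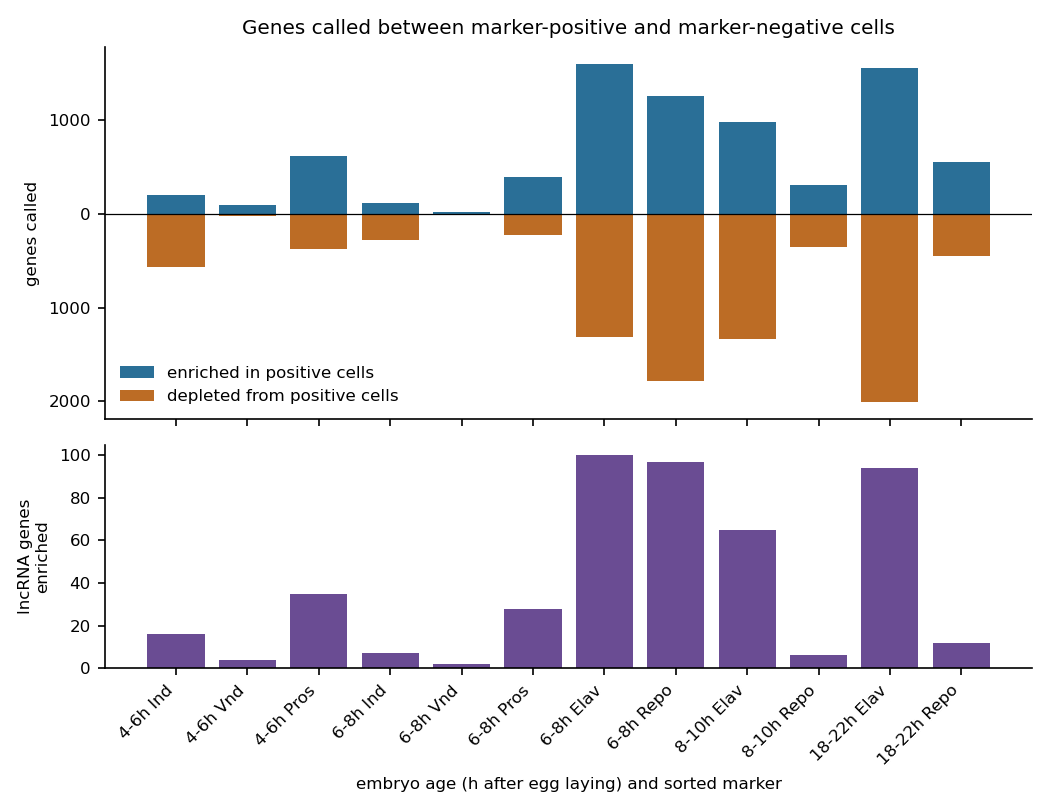
Number of genes enriched (up) and depleted (down) in each of the 12 comparisons (upper panel), and number of enriched lncRNA genes (lower panel), as bars over embryo age and sorted marker. Elav at 6-8h has the most enriched genes with 1598, and 6-8h Vnd the fewest with 15.

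Among the protein-coding genes named by the rule, nerfin-1 (5.76 ± 0.56 and 5.80 ± 0.56) and nompA (5.56 ± 0.73 and 6.09 ± 0.75) led in Pros-positive cells at 4-6h and 6-8h. They were joined by tap at 4-6h (5.36) and ftz at 6-8h (5.37). In Ind-positive cells the rule gave CG5493 (5.03), CG34190 (4.72) and CG43740 (4.35) at 4-6h, and ind, ey (4.11) and Fer2 (3.96) at 6-8h. In Vnd-positive cells it gave Vmat (3.33), CG14989 (2.99) and wrapper (2.74) at 4-6h, and vnd, Vmat (2.55) and oc (2.54) at 6-8h. Vmat at 6-8h was not called with counts from length-scaled TPM. In Elav-positive cells it gave VAChT (7.38; it overlaps ChAT on the same strand), trv (7.27) and Syt4 (7.25) at 6-8h, then beat-Ia (5.81), Appl (5.61) and robo3 (5.53) at 8-10h. At 18-22h it gave VGlut (5.49), Nckx30C (5.47) and CG34354 (5.43; it overlaps lncRNA:CR46080 on the same strand). In Repo-positive cells it gave CG11426 (8.26), CG15203 (8.15) and CG11670 (8.09) at 6-8h. CG11670 was there again at 8-10h (5.45) and 18-22h (6.32), next to repo, bero (5.64) and Nepl15 (6.54). All these calls had edgeR Benjamini-Hochberg adjusted p between 1.34e-10 and 0.0211, with both positive libraries above both negative ones by the terms of the rule.

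Long noncoding RNA (lncRNA) genes were counted separately, since the study asked where lncRNAs are deployed. Of 2408 lncRNA genes tested, 232 were enriched in at least 1 of the 12 comparisons (edgeR quasi-likelihood test), next to 2933 protein-coding genes. Of the 232, 137 were enriched in 1 comparison only and 22 in 5 or more. The counts at 4-6h were 16 in Ind, 4 in Vnd and 35 in Pros. At 6-8h they were 7 in Ind, 2 in Vnd, 28 in Pros, 100 in Elav and 97 in Repo. At 8-10h they were 65 in Elav and 6 in Repo, and at 18-22h 94 in Elav and 12 in Repo. Those in Vnd, chosen for naming after their values were seen, were lncRNA:CR45347, lncRNA:CR45387, lncRNA:CR45388 and lncRNA:CR45919 at 4-6h, and lncRNA:CR45387 and lncRNA:CR45388 at 6-8h. The alternative that moved the total most was DESeq2, with 617 lncRNA genes in any comparison and 304 when 6-8h Repo was left out of the count. With the receptor level as a covariate, 419 were called, 209 of them among the 232.

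Whether lncRNA genes are rarer among the genes of the early columns was tested on the share of lncRNA genes among enriched genes. The 20 lncRNA genes enriched in any column comparison compare with 230 in Pros, Elav or Repo comparisons, and 2 were enriched in columns alone. These were lncRNA:CR43879 and asRNA:CR45882, both in 4-6h Ind-positive cells (lncRNA:CR43879 with a log2 fold change of 5.19 ± 1.17 SE, edgeR Benjamini-Hochberg adjusted p 0.00549) and chosen after their values were seen. The share, however, was 7.89% ± 3.95 (SD, n = 4 comparisons) in columns and 5.46% ± 2.2 (n = 8) in the differentiating cells. That difference of -2.43 percentage points was within the spread (two-sided exact permutation test over 495 splits, p 0.21). Its sign depended on the processing: with median-of-ratios factors the difference was 0.224 points (exact permutation p 0.853) and with DESeq2 0.519 points (exact permutation p 0.816). In the main setting the column mean was raised by 6-8h Vnd, where the share of 13.3% was 2 of 15 genes. These were lncRNA:CR45387 and lncRNA:CR45388, which overlap on the same strand. The other column shares were 8.04% (4-6h Ind), 4.21% (4-6h Vnd) and 5.98% (6-8h Ind).

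The 8 lncRNA genes that the study discusses were examined in each of the 12 comparisons. Over all genes tested, 43 of the 96 tests were enriched, and 53 of 96 when adjusted over the list alone. The study chose this list on these samples, so the latter count is not independent evidence. All 8 genes were enriched in Elav-positive cells at 6-8h and at 8-10h, 6 in Pros-positive cells at each time, 5 in 6-8h Repo-positive cells, and none in 6-8h Vnd-positive cells by either adjustment. With the replicate number as a block, 1 of the 8 calls at 6-8h was lost (lncRNA:CR32730, 6-8h Elav, 1.5). In 4-6h Vnd-positive cells 0 were enriched over all genes and 6 when adjusted over the list alone. In 6-8h Vnd all 8 log2 fold changes were positive, from 0.25 to 1.0, with edgeR p adjusted over the list alone from 0.209 to 0.541.

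lncRNA:CR30009 (FBgn0050009, 2R:10261315 to 10263827, minus strand) was called enriched in 8 of the 12 comparisons. In Repo-positive cells its log2 fold changes were 4.91 at 6-8h, 4.12 at 8-10h and 2.84 at 18-22h (edgeR Benjamini-Hochberg adjusted p 8.71e-08, 3.51e-06 and 0.000184). In Pros-positive cells they were 3.18 at 4-6h and 2.95 at 6-8h (edgeR adjusted p 7.5e-05 and 0.000206), and in 4-6h Ind-positive cells 2.05 (edgeR adjusted p 0.00536). The 2 libraries of 6-8h Repo-positive cells had 2030 and 1030 CPM and the negative ones 47.2 and 54.6 CPM. The excess of the 6-8h glial over the 6-8h neuroblast enrichment was 1.95 ± 0.63 on the log2 scale (edgeR adjusted p 0.0559), a contrast chosen after the enrichments were seen. Other settings gave 1.90 to 2.46, with adjusted p from 6.57e-05 (DESeq2) to 0.0696 (replicate block), so the difference passed the threshold in some settings only. In 8-10h Elav-positive cells the call (1.35, edgeR adjusted p 0.041) was lost with counts from length-scaled TPM.

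**Figure D4:**
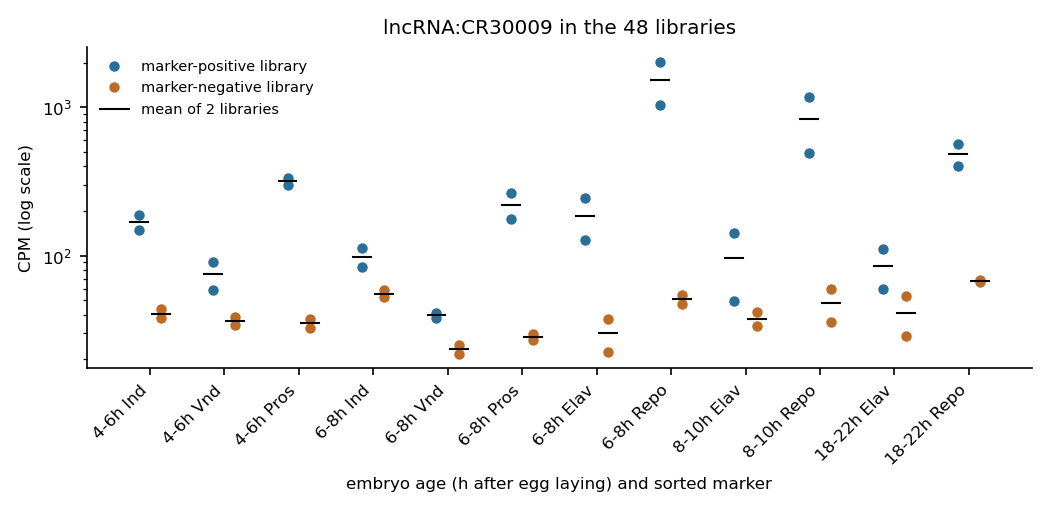
CPM (vertical log axis) of lncRNA:CR30009 in the positive and negative libraries of each comparison (horizontal axis), with 1 point per library and a bar at the mean of 2 libraries. The highest library is replicate 1 of 6-8h Repo-positive cells with 2030 CPM. Next come replicate 1 of 8-10h Repo-positive cells (1170 CPM) and replicate 2 of 6-8h Repo-positive cells (1030 CPM).

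The other 7 genes of the list differed in where they were enriched most. lncRNA:cherub (FBgn0262972, 3R:11247631 to 11256123, minus strand) was enriched most in 4-6h Pros-positive cells (3.95, edgeR Benjamini-Hochberg adjusted p 3.32e-06). lncRNA:CR46003 (3L:10286945 to 10307968) and lncRNA:CR32730 (X:7145600 to 7149850) were enriched most in the same cells (3.77 and 3.59), and were not called in Repo-positive cells at any time. lncRNA:CR44024 (4:427331 to 431769), lncRNA:CR45312 (2R:13361825 to 13362835) and lncRNA:CR44272 (2R:7992196 to 7992567) had their largest log2 fold changes in 6-8h Elav-positive cells, at 4.13, 4.46 and 5.94. Their highest TPM came later, in Elav-positive cells at 18-22h (61.1 and 116) and 8-10h (292). lncRNA:CR44978 (2L:19600697 to 19605490) was called in Elav-positive cells only (2.15, 1.49 and 2.72 at 6-8h, 8-10h and 18-22h). The highest group-mean TPM of the 8 genes was 3300 for lncRNA:CR30009 in 6-8h Repo-positive cells, and the lowest of their maxima was 28.9 for lncRNA:CR32730 in 4-6h Pros-positive cells.

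By the rule, lncRNA:CR45387 (FBgn0266936, 3L:18854317 to 18854622, plus strand) led in 4 comparisons. Its log2 fold changes were 2.22 and 2.18 in Vnd-positive cells and 5.05 and 4.48 in Pros-positive cells at 4-6h and 6-8h (edgeR Benjamini-Hochberg adjusted p 0.014, 0.032, 1.08e-07 and 5.1e-07). It overlaps lncRNA:CR45388 on the same strand, so the reads of the pair are uncertain. lncRNA:CR44918 led in 4-6h Ind (2.82 ± 0.62), lncRNA:CR44041 in 6-8h Ind (2.48 ± 0.63), lncRNA:CR45109 in 18-22h Elav (5.52 ± 0.82) and lncRNA:CR45824 in 18-22h Repo (3.75 ± 0.47). Of these, lncRNA:CR44041 overlaps Ptx1 and lncRNA:CR45109 overlaps 2mit on the same strand. In 6-8h Elav, 6-8h Repo and 8-10h Elav the rule gave lncRNA:CRG, which overlaps CASK on the same strand. It had 129 and 214 CPM in the 6-8h Elav-positive libraries and was at 0 in both negative libraries. In 8-10h Repo it gave Su(Ste):CR42431, a Y-linked gene with near-identical copies, at 6.99 and 47.1 CPM in positive libraries and at 0 in both negative ones. Both are reported as uncertain.

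The highest TPM of a gene over the 24 groups was lower for enriched lncRNA genes than for enriched protein-coding genes. The median was 52.4 TPM for the 232 lncRNA genes (quartiles 24.7 and 96.6) and 96.6 TPM for the 2933 protein-coding genes (quartiles 45.2 and 212). The difference in median log2(TPM + 1) was 0.87 (two-sided permutation test across genes, p 1e-05, the smallest it can give). Genes are not independent replicates. Of the alternatives, subtracting the receptor gene level in each library moved it most, to 0.96.

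Enriched genes were shared between times of a population. Of the smaller list, 69.2% was shared between the Ind times (81 genes), 80.0% between the Vnd times (12 genes) and 81.2% between the Pros times (315 genes). In Elav cells 769 genes were enriched at all 3 times, 41 of them lncRNA genes, and in Repo cells 180 genes, 2 of them lncRNA genes. Between populations at 6-8h, 320 of the 388 Pros-enriched genes were also enriched in Elav cells (82.5%) and 175 in Repo cells. Elav and Repo shared 591 genes at 6-8h (46.9% of the smaller list), 123 at 8-10h (39.9%) and 53 at 18-22h (9.62%). These are overlaps of calls and say nothing about genes that miss the threshold in 1 list.

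Differences in enrichment between consecutive times were tested directly in the same edgeR fit. More enriched here means a higher log2 fold change at the later time, which includes genes that became less depleted. Less enriched likewise includes genes that became more depleted. For Vnd 0 genes differed between 6-8h and 4-6h, where 33 more enriched and 17 less enriched genes had an unadjusted p below 0.05. For Ind 3 genes were more enriched at the later time and 0 less enriched, with 167 less enriched at an unadjusted p below 0.05. The ind gene itself was 1 of the 3 (difference 2.69 ± 0.48, edgeR Benjamini-Hochberg adjusted p 0.0358). For Pros 1 gene, ftz (FBgn0001077), was more enriched at 6-8h (3.35 ± 0.56, edgeR adjusted p 0.0265) and 0 less, with 49 less enriched at an unadjusted p below 0.05. Between 6-8h and 8-10h, 1 gene was more and 1 less enriched in Elav cells, and 21 and 14 with the replicate number as a block. In Repo cells 0 were more enriched, with 523 at an unadjusted p below 0.05, and 2 less. By the rule the gene named for both was 18SrRNA:CR41548, a copy of a repeated rRNA gene, which is uncertain. Between 8-10h and 18-22h, 66 genes were more and 22 less enriched in Elav cells, and 39 more and 16 less in Repo cells. The rule named ftz for Elav (-5.02 ± 0.58, edgeR adjusted p 2.63e-05), at 248 ± 118 CPM in 8-10h and 7.20 ± 0.112 CPM in 18-22h Elav-positive cells. For Repo it named bnb (FBgn0001090; 5.59 ± 0.74, edgeR adjusted p 0.000239), which was depleted from positive cells at 8-10h (607 ± 273 against 2090 ± 161 CPM) and enriched at 18-22h (3920 ± 1400 against 280 ± 8.28 CPM). The alternative that moved these counts most was the receptor level as a covariate, chosen after the data were seen, with 944 genes more and 213 less enriched in Elav cells at 18-22h than at 8-10h. Among the alternatives set beforehand it was DESeq2, with 424 more and 541 less enriched in Repo cells. Against median-of-ratios factors, TMM factors moved the median difference over all genes from 0.018 to 0.17 for Ind, from -0.329 to -0.155 for late Elav cells, from -0.594 to -0.43 for late Repo cells, from -0.3 to -0.066 for early Repo cells, from 0.137 to 0.023 for Pros and from 0.068 to -0.051 for early Elav cells. Time is confounded with the fly line for Ind, for Elav at 18-22h against 8-10h and for Repo at 8-10h against 6-8h, and in part for Elav at 8-10h against 6-8h.

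Positive cells of different populations were compared at the same time, with the same contrast between their negative cells as background. Ind-positive cells had 2427 genes higher and 1325 lower than Vnd-positive cells at 4-6h, and 4576 higher and 782 lower at 6-8h (edgeR). Their negative cells differed in 1264 higher and 389 lower genes at 4-6h and in 3224 higher and 450 lower genes at 6-8h. Of the 2427 genes 1033 were also higher between the negative cells, and of the 4576 genes 3001. Of the 1325 and 782 lower genes 212 and 228 were also lower there. The log2 differences of positive and negative cells were correlated across genes (r 0.71 and 0.81), so part of this contrast, larger among the higher genes, lay outside the sorted cells as well. The fly line differed between Ind and Vnd at both times, so line and population cannot be told apart. The receptor level separated them as well. It ranged from 0.086 to 1.52 TPM in Ind libraries and from 4.52 to 14.5 TPM in Vnd libraries of both fractions. Unequal background and population cannot be told apart either. The split also turned with the scaling: with median-of-ratios factors 1149 genes were higher and 2066 lower at 4-6h, and 1746 and 1964 at 6-8h. The median over all genes moved from -0.588 to -0.975 at 4-6h and from -0.471 to -1.13 at 6-8h. With DESeq2 there were 1225 higher and 3517 lower at 4-6h, and 1806 higher and 3394 lower at 6-8h. With the receptor level as a covariate 808 were higher at 4-6h, and with a fit of only the libraries compared 3594 were lower at 6-8h. With the covariate the median over all genes changed sign, to 0.122 at 4-6h and 0.515 at 6-8h. The gene named by the rule at 6-8h was ind (5.48 ± 0.40, edgeR Benjamini-Hochberg adjusted p 7.24e-10). At 4-6h the rule named 5.8SrRNA:CR40454, a copy of a repeated rRNA gene, which is uncertain and was at 0 in both Vnd-positive libraries.

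Elav-positive cells had 1335 genes higher and 669 lower than Repo-positive cells at 6-8h, 772 and 406 at 8-10h, and 1037 and 1060 at 18-22h (edgeR). Between the negative cells the numbers were 1 and 0, 65 and 73, and 8 and 363. With median-of-ratios factors the positive cells had 1185 genes higher and 1065 lower at 6-8h and 875 higher and 643 lower at 8-10h. The median over all genes moved from 0.036 to -0.142 at 6-8h. The alternative that moved the counts most was a fit of only the libraries compared. At 8-10h it called 0 genes higher and 0 lower, where 464 and 284 had an unadjusted p below 0.05. Among the higher genes were 110, 57 and 49 lncRNA genes, and among the lower genes 23, 11 and 26. The named genes were CG11670 at 8-10h (-4.05 ± 0.60, edgeR Benjamini-Hochberg adjusted p 4.68e-05) and Nepl15 at 18-22h (-6.48 ± 0.75, adjusted p 7e-07), both lower in Elav-positive cells. At 6-8h it was Prosalpha1, which was at 42.6 CPM in 1 Elav-positive library and at 0 in the other and in both Repo-positive libraries. That call rests on 1 library. Elav and Repo came from different fly lines at 8-10h, where line and population cannot be told apart. At 6-8h they shared the line of 1 of the 2 Elav replicates, and at 18-22h the line was the same.

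The authors' deposited tables were compared with these calls at the same thresholds. The number of enriched genes in them ranged from 120 in 6-8h Vnd to 2157 in 6-8h Repo. Of the genes called enriched here, between 86.7% (6-8h Vnd) and 100% (4-6h Vnd) were also enriched in the authors' deposited tables. Of the genes enriched in those tables, between 10.8% (6-8h Vnd) and 85.4% (18-22h Elav) were called here. Opposite calls were found for 0 genes in 11 comparisons and for 1 gene in 6-8h Repo. Across genes, log2 fold changes were correlated with r from 0.84 (6-8h Repo) to 0.991 (6-8h Vnd). The authors' deposited tables held 342 lncRNA genes enriched in any comparison, and 265 without the 6-8h Repo table; 198 of the 342 were also called here.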

Values the study reported

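With DESeq2 and the same 2 thresholds, the authors found 325 lncRNAs enriched in at least 1 comparison. They picked out 13 of them as a high-confidence set. For CR30009 they give a log2 maximum TPM of 15.75.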

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

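The tests with the receptor gene level as a covariate were chosen only after the differences were seen. The covariate is linear on the log scale, while background reads would add to a level. It can therefore argue only against background that acts in that form. Each result here is a difference in enrichment between 2 consecutive times, found by testing the difference itself (edgeR quasi-likelihood, Benjamini-Hochberg adjusted, 2 libraries in each of 4 groups). The fly line changed with the time in each of them but Pros and Repo at 18-22h against 8-10h, and in part for Elav at 8-10h against 6-8h. Where it changed, line and time cannot be told apart.

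In Ind cells 3 genes differed between 6-8h and 4-6h: ind, Sr-CII and Hand, the last 2 named after their values were seen because the count was small. The ind difference was 2.69. Its level rose in positive cells from 149 ± 29.3 to 305 ± 48.1 CPM and fell in negative cells from 33.3 ± 5.04 to 10.5 ± 2.52 CPM. Sr-CII differed by 2.34, with a level in negative cells of 303 ± 62.8 CPM at 4-6h and 93.5 ± 16.2 CPM at 6-8h. Hand was at 0 CPM in both 4-6h Ind-positive libraries and at 0.846 ± 0.339 CPM in the 6-8h ones, so its fitted difference depends on the prior count. In Ind-negative cells Hand was at 1.87 ± 0.376 CPM at 4-6h and 3.72 ± 0.718 CPM at 6-8h. It was thus lower in positive cells at both times, and became less depleted rather than enriched. Unequal background between libraries was tested with the receptor level as a covariate. The lowest difference of the 3 genes was then 2.34 (Sr-CII, adjusted p 0.00737), with 2.71 for ind (adjusted p 0.00737), which argues against this explanation. A fit of only the libraries compared called 2 of the 3. With the replicate number as a block 0 of the 3 were called (556 genes more enriched at an unadjusted p below 0.05), though the labels give no pairing by number here. The line changed from dsRed to GFP between the times, so a difference in reporter or sorting stays open, as does development, which was not tested apart from it.

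In Pros cells 1 gene differed between 6-8h and 4-6h. The ftz difference was 3.35, and its level in negative cells was 84.7 ± 25.9 CPM at 4-6h and 10.3 ± 4.77 CPM at 6-8h, against 343 ± 118 and 425 ± 84.1 CPM in positive cells. With the receptor level as a covariate the difference was 3.36 (adjusted p 0.0026), which argues against unequal background. A fit of only the libraries compared called 0 genes more enriched (130 at an unadjusted p below 0.05). With the replicate number as a block in the fit of all 48 libraries, 0 were called as well (84 unadjusted), though the labels give no pairing by number here. The call thus depends on the model as well as on the libraries fitted. Both times came from 1 line. The loss of ftz from cells outside the population may be developmental, a hypothesis that rests on 2 libraries per group.

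In Elav cells 2 genes differed between 8-10h and 6-8h, and in Repo cells 2. With the replicate number as a block, which pairs the 6-8h Elav libraries by fly line, 21 genes were more and 14 less enriched in Elav cells, the 2 genes among them. A fit of only the libraries compared called 0 of the 2 Elav genes and 1 of the 2 Repo genes. In both Elav and Repo cells the rule named 18SrRNA:CR41548, with fitted differences of -14.21 and -17.79 that depend on the prior count. It was listed at 0 in 3 of the 4 negative libraries at 6-8h and at 0.0276 CPM in the other, against 201 to 675 CPM in the positive ones. Reads split between near-identical rRNA gene copies are a candidate explanation. Summed over 5 18S rRNA genes, the difference was -0.32 in Elav cells and -0.07 in Repo cells. This gene made up at most 4.67% of the sum in these libraries, so the sum decides nothing and split reads and a real difference cannot be told apart. The other 2 genes, CG14630 and Nep4, were named after their values were seen. CG14630 was at 0 in both 6-8h Elav-positive libraries and at 1.30 ± 1.35 CPM at 8-10h, and DESeq2 did not call it. In Elav-negative cells CG14630 was at 1.99 ± 0.443 CPM at 6-8h and 1.79 ± 1.15 CPM at 8-10h. By group means it was thus lower in positive cells at both times. Nep4 differed by -3.76 ± 0.63 (adjusted p 0.0147), with 133 ± 16.5 CPM in Repo-positive and 1.38 ± 0.978 CPM in negative cells at 6-8h, and 60.9 ± 5.64 and 8.63 ± 2.12 CPM at 8-10h.

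In Elav cells 88 genes differed between 18-22h and 8-10h, and in Repo cells 55. The rule named ftz for Elav (-5.02) and bnb for Repo (5.59). A single library was tested as the cause. With each of the 8 libraries left out in turn, 88 of the 88 Elav genes and 55 of the 55 Repo genes kept a difference above 1. The genes had been chosen for differences of at least 1.59 and 1.58, so this leaves open whether 1 library matters. A fit of only the libraries compared called 0 of the 88 (224 more and 101 less enriched genes at an unadjusted p below 0.05) and 45 of the 55. Unequal background was tested with the receptor level as a covariate, which called 88 and 55 of the same genes in the same direction. A change in the negative cells alone was tested by the size of the change in each fraction. The negative cells moved more for 39 of the 88 Elav genes (44.3%) and 22 of the 55 Repo genes (40.0%). The sizes of change argue against the negative cells alone as the whole source of the lists. The covariate raised the number of genes called in both contrasts. That it kept genes already called without it therefore leaves unequal background open. For the more enriched genes the median change in positive and negative cells was 1.5 and -0.89 in Elav and 1.51 and -1.11 in Repo. For the less enriched genes it was -0.77 and 1.51 in Elav and -0.93 and 1.69 in Repo. Maturation of the sorted cells may underlie the Repo list, where the line was the same at both times. For Elav the line changed as well. Neither was tested apart from the time.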

How the results depend on the processing

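The alternatives chosen only after results were seen are the receptor level as a covariate, lncRNA genes by name, background-subtracted TPM and the contrast of glial with neuroblast enrichment. The other alternatives were set beforehand. Over all settings 550 values that answer a comparison were recomputed: 352 stayed within 1.5 times or within the spread, 194 moved (8 of them shares of variance, counted as moved at any change), 2 lost the threshold and 2 changed sign. Values of named genes were recomputed 1014 times for 145 values: 950 kept direction and side of the threshold, 60 lost the threshold, 4 gained it and 0 changed sign. Of the 60, 37 fell under the fit of only the libraries compared, where fewer libraries estimate the dispersion. With no filter on low counts all 75 values stayed within 1.5 times or within the spread, and all 145 named gene values kept direction and side of the threshold. With lncRNA genes by name all 14 values stayed within the same limits. For the changes below the cause was not tested unless stated.

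With DESeq2, genes enriched at 4-6h were 536 in Ind, 374 in Vnd and 979 in Pros, at 6-8h 294 in Ind, 144 in Vnd, 681 in Pros and 2946 in Repo, and at 8-10h 660 in Repo. Genes depleted were 103 in 4-6h Vnd, 779 in 4-6h Pros, 466 in 6-8h Ind, 87 in 6-8h Vnd, 477 in 6-8h Pros, 569 in 8-10h Repo and 850 in 18-22h Repo. The lncRNA genes enriched were 617 in any comparison. They were 60, 16 and 61 in 4-6h Ind, Vnd and Pros, 20, 7, 55 and 399 in 6-8h Ind, Vnd, Pros and Repo, 164 for lncRNA genes enriched, 6-8h Elav, 21 in 8-10h Repo and 34 in 18-22h Repo. The difference in lncRNA share changed sign, to 0.519 points. Genes more and less enriched at the later time were 29 and 23 in Ind, 4 and 1 in Vnd, 6 and 2 in Pros, 97 and 244 in Elav at 8-10h, 422 and 384 in Elav at 18-22h, 38 and 75 in Repo at 8-10h, and 424 and 541 in Repo at 18-22h. Ind against Vnd gave 1225 higher and 3517 lower at 4-6h, and 1806 higher and 3394 lower at 6-8h. Elav against Repo gave 1231 lower at 6-8h and 748 lower at 8-10h.

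With median-of-ratios size factors in edgeR, genes enriched were 375 in 4-6h Ind, 265 in 4-6h Vnd, 207 in 6-8h Ind, 78 in 6-8h Vnd and 542 in 8-10h Repo. Genes depleted were 56 in 4-6h Vnd, 587 in 4-6h Pros, 40 in 6-8h Vnd, 359 in 6-8h Pros and 1105 in 6-8h Repo. The lncRNA genes enriched were 26 in 4-6h Ind, 11 in 4-6h Vnd, 11 in 6-8h Ind, 4 in 6-8h Vnd, 44 in 6-8h Pros, 12 in 8-10h Repo and 23 in 18-22h Repo. The difference in lncRNA share changed sign, to 0.224 points. Genes more and less enriched at the later time were 7 and 4 in Ind, 35 and 60 in Elav at 8-10h, 217 and 149 in Elav at 18-22h, and 183 and 215 in Repo at 18-22h, with 11 less in Repo at 8-10h. Ind against Vnd gave 1149 higher and 2066 lower at 4-6h, and 1746 higher and 1964 lower at 6-8h. Elav against Repo gave 1065 lower at 6-8h and 643 lower at 8-10h.

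With only the libraries of the comparison, elav kept log2 fold changes of 3.72 at 8-10h and 3.45 at 18-22h and did not pass the threshold. Genes enriched were 300 in 4-6h Ind, 570 in 4-6h Vnd, 1023 in 4-6h Pros, 237 in 6-8h Ind, 305 in 6-8h Vnd, 681 in 6-8h Pros, 736 in 6-8h Elav, 186 in 8-10h Elav, 152 in 8-10h Repo, 0 in 18-22h Elav (1210 at an unadjusted p below 0.05) and 984 in 18-22h Repo. Genes depleted were 310 in 4-6h Vnd, 821 in 4-6h Pros, 701 in 6-8h Ind, 199 in 6-8h Vnd, 448 in 6-8h Pros, 367 in 6-8h Elav, 841 in 6-8h Repo, 154 in 8-10h Elav, 85 in 8-10h Repo, 0 in 18-22h Elav (1244 unadjusted) and 955 in 18-22h Repo. The lncRNA genes enriched were 74 in 4-6h Vnd, 60 in 4-6h Pros, 18, 59, 58, 41 and 42 in 6-8h Ind, Vnd, Pros, Elav and Repo, 13 in 8-10h Elav, 0 in 18-22h Elav (94 unadjusted) and 49 in 18-22h Repo. Genes more and less enriched at the later time were 9 and 18 in Ind, 38 and 35 in Vnd, 1 and 1 in Repo at 8-10h, and 85 and 257 in Repo at 18-22h. In Pros 0 were more enriched (130 unadjusted). In Elav they were 0 and 0 at 8-10h (71 and 181 unadjusted) and 0 and 0 at 18-22h (224 and 101 unadjusted). Ind against Vnd gave 3594 lower at 6-8h. Elav against Repo gave 563 higher at 6-8h, 0 and 0 at 8-10h (464 and 284 unadjusted) and 2047 lower at 18-22h. The test of the lncRNA share could not be run in this setting, since 18-22h Elav had no enriched gene.

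With the background level of receptor genes as a covariate, genes enriched were 449 in 4-6h Ind, 238 in 4-6h Vnd, 256 in 6-8h Ind, 83 in 6-8h Vnd, 607 in 6-8h Pros, 580 in 8-10h Repo and 2397 in 18-22h Elav. Genes depleted were 1080, 110 and 785 in 4-6h Ind, Vnd and Pros, 454, 82 and 618 in 6-8h Ind, Vnd and Pros, 545 in 8-10h Repo and 875 in 18-22h Repo. Enriched genes made up 68.4% of the calls in 4-6h Vnd, 52.2% in 4-6h Pros, 50.3% in 6-8h Vnd and 49.6% in 6-8h Pros. They turned from the smaller to the larger part in 8-10h Repo (46.4% to 51.6%) and 18-22h Elav (43.6% to 50.7%). They turned from the larger to the smaller part in 18-22h Repo (55.0% to 45.7%) and 6-8h Pros (63.5% to 49.6%). The lncRNA genes enriched were 419 in any comparison. They were 74, 9 and 61 in 4-6h Ind, Vnd and Pros, 19, 5, 48 and 211 in 6-8h Ind, Vnd, Pros and Elav, 105 and 20 in 8-10h Elav and Repo, 34 in 18-22h Repo, and 164 for lncRNA genes enriched, 18-22h Elav. Genes more and less enriched at the later time were 37 and 10 in Ind, 50 and 310 in Elav at 8-10h, 944 and 213 in Elav at 18-22h, 14 and 23 in Repo at 8-10h, and 245 and 282 in Repo at 18-22h, with 1 more in Vnd. Ind against Vnd gave 808 higher at 4-6h and 2018 at 6-8h. Elav against Repo gave 2047 higher and 1038 lower at 6-8h and 883 lower at 8-10h.

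With the replicate number as a block, 9 genes were enriched in 6-8h Vnd, and the lncRNA genes enriched were 2 in 4-6h Vnd, 1 in 6-8h Vnd and 10 in 8-10h Repo. Genes more enriched at the later time were 0 in Ind (556 unadjusted) and 0 in Pros (84 unadjusted). They were 21 more and 14 less in Elav at 8-10h, 122 more in Elav at 18-22h, and 79 more and 25 less in Repo at 18-22h. Ind against Vnd gave 3148 lower at 4-6h and 1573 lower at 6-8h. Deviations of same-numbered positive and negative libraries were correlated above 0.1 in 7 and below -0.1 in 3 of 12 comparisons. The labels pair the libraries by number in 6-8h Elav, where each number is 1 fly line, and in no other comparison. Of the named genes in 6-8h Elav the block changed the call of lncRNA:CR32730 and no other.

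With counts from length-scaled TPM, 2 lncRNA genes were enriched in 4-6h Vnd and 9 genes were less enriched in Repo at 18-22h. With all tested genes the variance between times, between populations and fractions, and between replicates was 16.6%, 49.7% and 33.7%, and the first component held 50.2%. With a prior count of 0.5 these were 9.93%, 46.7%, 43.4% and 58.1%. The difference in highest TPM was 0.85 with single libraries, 0.88 with a pseudocount of 0.1 and 0.96 with background subtracted. A minimum of 1 TPM removed no gene and so tests nothing.

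Leaving out each library in turn gave 36 results with 4 fits each, read as genes that kept a log2 fold change beyond 1, without a new test. The depleted genes of 18-22h Elav ranged from 1041, without 18-22h Elav-neg replicate 1, to 1993. The other 35 results stayed within 1.5 times or within the spread. Low genes were found less often: in the simulated comparison 102 of 200 changed genes were found, and 67 of 69 with at least 10 CPM. Depth was not varied there, so its part in this was not tested.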

Other observations

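Tests chosen only after the result was seen are those of depth with the receptor level taken out, of neighbours on the same strand or overlapping, of the lncRNA genes of 6-8h Repo cells, and the count over all 4 pairings for elav. The receptor genes were also chosen after the first component had been seen.

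The elav transcript in Pros-positive cells at 6-8h may come from neurons mixed into that fraction. If so, other abundant neuronal transcripts come with it. The log2 ratio of Pros-positive to Elav-positive cells was -0.83 for elav and had a median of -1.28 over the 100 most abundant Elav-enriched genes. Of the 100, 24 lay more than 1 log2 unit below elav by group means, and 10 did so in all 4 pairings of libraries. At or above elav lay 31 by group means and 14 in all 4 pairings, and 33 were also enriched in Pros-positive cells. The genes far below argue against neurons with the average profile of Elav-positive cells as the whole source. Mixed neurons of another profile, such as younger ones, stay open. Transcription of elav in neuroblasts or ganglion mother cells stays open and was not tested here. The paper relates elav transcript in early neuroblasts to earlier reports of transient elav expression when differentiation begins.

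The first component of the variance may reflect genomic DNA in the libraries. Embryos of both sexes hold fewer copies of X and Y than of the autosomes. In the 24 libraries at the end of the component where the receptor genes rise, receptor genes on X had a median ratio of 0.804 to those on the autosomes (0.627 to 1.04). Protein-coding genes on Y had a ratio of 0.177 (0.112 to 0.277). Both are near the ratio of gene copies. In the 24 libraries at the other end the medians were 0.772 (0.0 to 1.55) and 0.0857, so the ratio of X does not set the 2 ends apart. If every gene carried the receptor level, it would make up 0.148% to 32.3% of the TPM of a library. Library depth was the other explanation tested. Its correlation with the score was 0.535, as this explanation needs, and 0.801, 0.18, 0.769 and 0.826 within the 4 times. In 17 of the 24 groups the library with the higher score had more reads. With the receptor level taken out the correlation was -0.254, but that level is nearly the score itself, so depth was not excluded.

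Some lncRNA genes called enriched in 6-8h Repo-positive cells may owe the call to genomic DNA. The receptor genes had a median log2 ratio of positive to negative cells of 0.0 in replicate 1 and 2.34 in replicate 2. Their median TPM on the autosomes was nevertheless higher in positive cells in both: 0.433 against 0.203 in replicate 1, and 4.96 against 0.478 in replicate 2. The 95th percentile of their rise in replicate 2 was 8.82 TPM. Of the 399 lncRNA genes called by DESeq2, 177 rose by more than that and 222 did not, and of all 2408 tested lncRNA genes 500 rose by more. In replicate 1 the 399 had a median log2 ratio of 1.21, with 217 above 1, and with the receptor level as a covariate in edgeR 106 were called. These genes had been chosen for a rise and by another method, so for both parts of the 399 a real difference and genomic DNA cannot be told apart. The 97 called by edgeR had a median log2 ratio of 2.38 in replicate 1, with 78 above 1, though they too had been chosen for a rise. With the covariate 73 of the 97 were called. This argues against genomic DNA as the whole source of the 97, so far as a covariate on the log scale can take it out. Genomic DNA stays open for the 24 not called.

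Enriched lncRNA genes lay next to enriched protein-coding genes. In 464 pairs of a lncRNA gene and a comparison, the nearest protein-coding gene was enriched in the same comparison in 48.3%, against 14.4% in 2000 random draws of lncRNA genes of like expression (p 0.0005, the smallest they can give). This argues against chance neighbours. Reads of the neighbour counted for the lncRNA gene are another explanation. For 105 pairs on opposite strands without overlap the share was 16.2%, against 10.2% in random draws (p 0.0335). A lncRNA gene counts once for each comparison in which it is enriched, and 95 of the 232 were enriched in 2 or more. The draws were made anew in each comparison and ignore this, so these p-values are too small. Whether part of the excess lies where such reads are not counted thus stays open. For the 359 pairs on the same strand or overlapping it was 57.7%, against 15.8%. Of these, 183 overlap on opposite strands (63.4% against 16.4%), 86 overlap on the same strand (80.2% against 23.1%) and 90 lie on the same strand without overlap (24.4% against 13.2%). The libraries are stranded, so few reads should be shared across strands, but reads assigned to the wrong strand were not measured. For the 359 pairs shared reads and shared control cannot be told apart, since both give an excess.

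Libraries with few detected genes may hold fewer distinct molecules. Genes with at least 10 reads ranged from 12124 in 6-8h Repo-negative replicate 1 to 16944 in 8-10h Repo-positive replicate 2. The receptor level of these libraries was 0.203 and 18.7 TPM. Over the 24 groups, the lower number of the 2 libraries was correlated with the spread between replicates of genes of middle expression (r -0.6, two-sided permutation p 0.00211; Spearman rho -0.618, p 0.00154). Without the 2 farthest groups r was -0.53. Adjusted over 5 relations across samples (Benjamini-Hochberg), p was 0.00264 for r and 0.00192 for rho. Within 4-6h r was -0.975 (6 groups) and within 6-8h -0.668 (10 groups), and the later times have 4 groups each. The number of detected genes may also follow the background level, which was not taken out here. Fewer molecules and lower background thus cannot be told apart, and other sources of spread were not excluded.

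If the transgenes carry a white gene that yw flies lack, yw libraries would lie below all others in white. Only 2 of the 6 yw libraries did. White ranged from 0.662 to 16.2 CPM in yw libraries and from 1.83 to 29.6 CPM in the other 42. The receptor level ranged from 0.205 to 15.4 TPM in yw libraries, so background reads could lift white in some of them. The test therefore cannot decide whether the transgenes are the source of the levels.

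The highest group-mean TPM of lncRNA:CR30009 was 3300 in 6-8h Repo-positive cells, a log2 value of 11.69. This is lower than the value the authors report under that name. On the scale of length-scaled counts the highest group mean had a log2 value of 15.73.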
